A study of Mus musculus with 55 samples.

How the data were processed

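RNA from 10 populations sorted from mouse liver was measured by RNA sequencing in 55 libraries, 27 from normal liver and 28 from liver after partial hepatectomy (PH, removal of part of the liver). The labels give no time after surgery and no sequencing batch. The strain was C57B/L6, and cells were sorted by FACS into TRIzol and made into libraries with a standard Illumina method, per the labels. The sorted populations were clonal biliary cells (cBEC), biliary cells (BEC), ducts without progenitor activity (NPD), hepatocytes (HC), endothelial cells (EC), sinusoidal endothelial cells (LSEC), Kupffer cells (KC), stellate cells (HSC), Thy1 cells and blood cells.

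The deposited table holds FPKM (fragment abundance scaled to transcript length and library size), going by the name the authors gave it; its column headers give no unit. The aligner, the counting tool and the genome build are not named in its headers or in the labels. Each replicate has its own column, per the file headers. All 55 sample columns carried a sample title, and 0 other numeric columns of samples were left over. The design had assumed 1 row per gene, whereas the table has 36141 rows, each a RefSeq transcript at a locus, with 24478 symbols, of which 18330 have 1 row. For each symbol the row with the highest mean over all 55 libraries was used. Coordinates are the table's own, with the start counted from 1, and its build is not named.

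FPKM do not give the read depth, so the depth behind each value is unknown and no counting interval is given. Low values in many libraries stand in whole-number ratios, as whole reads do, but this gave only relative steps between libraries. Values in the hepatocyte columns are rounded to 2 decimals, unlike the others, and library 3 of the PH Kupffer group lacks the ratios seen in other libraries. In the other populations, transcripts abundant in hepatocytes are often listed at exactly 0, so genes at 0 are described as listed at 0 and given by library.

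Groups follow the sample titles. The library titled PH cBEC 1 carries the treatment tag normal; it was kept as titled.

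Each comparison was fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with moderated variances that follow a trend and are robust to outlying genes, two-sided, and Benjamini-Hochberg adjusted p under 0.05. A fold change on this scale understates the change of low genes. Genes were tested with at least 1 FPKM in at least as many fitted libraries as the smallest compared group has. PH was compared with normal using the libraries of that population only. Differences of responses used all 20 groups in a single fit. The 7 lists were tested with camera at a preset correlation of 0.01, over 70 list-by-population tests. The ligand list has 75 genes, and its counts are given over all genes tested and adjusted over the list alone. Marker scores, the mean log2(FPKM + 1) of a list, were compared in the 27 normal libraries with an exact permutation test, or with 100000 permutations where both sides had at least 10 libraries.

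These choices, the gene lists and the rule for named genes were fixed before the data were examined. The rule took, among genes with adjusted p under 0.05, a change of at least 1 on the log2 scale and no overlap of libraries, the 2 largest rises and 2 largest falls, without predicted genes, pseudogenes and receptor segments. Where none passed, the smallest p in each direction was taken, and for differences of responses the 2 smallest p. Genes named from the restriction to genes low in hepatocytes, below, were chosen after their values were seen. Some genes that met the rule are not reported here. The alternatives tried were a pseudocount of 0.1, no filter, quantile normalization, upper-quartile scaling, a single fit of all groups, a block on the replicate number, removal of hepatocyte-enriched genes (747 genes), and leaving out each replicate. Chosen after seeing the data were the restriction to 19570 genes under 10 FPKM in both hepatocyte groups (lists of fewer than 5 genes were then left out), the mean over a symbol's rows, leaving out replicates for lists and ligands, and a term for a split of the hepatocyte libraries. Lists of 13 lineages, used only in the closing tests, were written before their scores were viewed.

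The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale, drawn from the better-expressed genes. In the HC design 178 of 200 were recovered among 10029 genes, in the NPD design 99 of 200 among 13024 genes, and in the HSC design 0 of 200 among 11729 genes. In the Thy1 design 0 of 200 were recovered among 13389 genes, in the EC design 142 of 200 among 12064 genes and in the cBEC design 173 of 200 among 13225 genes. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.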

Results

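The data were transcript levels (FPKM) of 10 sorted liver cell populations, in 27 libraries from normal liver and 28 from liver after partial hepatectomy. Normal liver gave 4 libraries each of cBEC, BEC and HC, 3 of LSEC, and 2 each of NPD, EC, blood, Thy1, KC and HSC. After PH there were 4 libraries of HC, 5 of LSEC, 3 each of EC, KC and HSC, and 2 each of cBEC, BEC, NPD, blood and Thy1. The sum of FPKM per library ranged from 624726 in PH LSEC to 1203197 in normal HC. The lowest correlation of log2(FPKM + 1) between replicates was 0.919, in PH HSC, and the highest was 0.996. The read depth is unknown.

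Marker lists were used to check the population labels in normal liver. All 8 lists were higher in their own population. The hepatocyte score was 13.41 ± 0.07 (SD, n = 4) against 0.29 ± 0.86 (SD, n = 23) in the other libraries, with an exact permutation p of 5.7e-05, two-sided (0.000228 after adjustment over the 8 lists). It was 0.00 in every library of normal BEC, NPD, EC, LSEC, blood and KC, and the zeros described in the next paragraph limit this contrast. The Thy1 score had the largest adjusted p of the 8, 0.0057 by exact permutation, and its lowest library (6.44) did not exceed the highest of the others (6.45). The duct list overlapped as well, with its lowest library (7.63) below the highest of the others, a normal Thy1 library. After PH no test was made. The blood list was then at 5.24 in blood, against 8.90 in normal blood. The KC (10.48), LSEC (8.47) and EC (7.18) lists stood above it there. In PH Thy1 the EC (8.25), LSEC (7.24) and duct (6.21) lists stood above the Thy1 list (5.45), which holds the gene Thy1 alone. In PH LSEC the EC list (8.86) stood above the LSEC list (8.60). Lists of different genes share no common scale, so their order within a population cannot settle a label. Each list still had its highest mean in its own population, though LSEC (8.60) was near blood (8.47) for the LSEC list. The labels of blood, Thy1 and LSEC are less certain after PH, since their own lists fell (Thy1 from 7.50, LSEC from 9.87).

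In the populations other than hepatocytes, zeros depended on the hepatocyte level of the transcript. Among genes at 10 FPKM or more in at least 5 other populations, 0.35% of values were 0 where hepatocytes had under 30 FPKM and 5.32% where hepatocytes had 300 or more. Low values stood in whole-number ratios between libraries for transcripts that hepatocytes lacked, and this depended on the treatment of the hepatocytes. For transcripts seen only in PH hepatocytes, 68 of 281 pooled values (24.2%) were in such ratios in normal libraries and 2 of 352 (0.568%) in PH libraries. For transcripts seen only in normal hepatocytes the shares were 1% and 20.9%, and chance gives 0.46%. For transcripts at 0.05 to 2 FPKM in hepatocytes the shares were 1.09% in normal and 0.658% in PH libraries. Transcripts silent in all hepatocytes had medians of 38.4% and 41.5% over the libraries. Changes of genes abundant in hepatocytes are limited by this in every other population, and those of genes low in hepatocytes may be too.

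**Figure D1:**
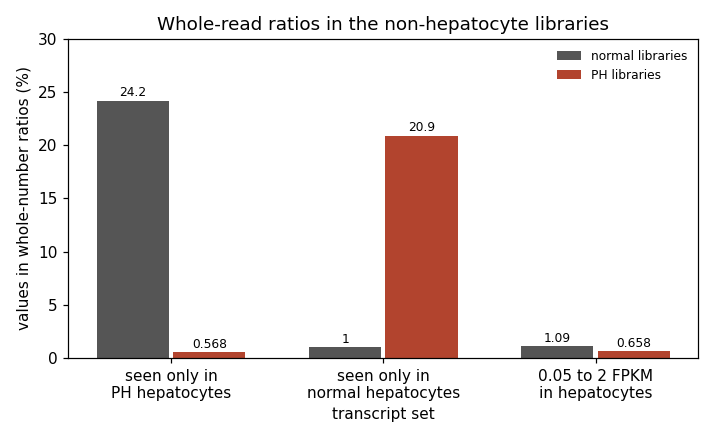
Percentage of values in whole-number ratios in the non-hepatocyte libraries (y axis) for 3 transcript sets (x axis), for normal and PH libraries. Bars are pooled over libraries, without library 3 of PH KC; the normal libraries stand at 24.2% where the PH libraries stand at 0.568%.

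The next question was how each population differed after PH. With limma, 8199 genes differed in blood (3109 higher, 5090 lower), 4350 in KC (1975 higher, 2375 lower), 1974 in NPD (1257 higher, 717 lower), 973 in LSEC (477 higher, 496 lower), 621 in HC (179 higher, 442 lower) and 232 in BEC (30 higher, 202 lower). There were 9 genes in cBEC, 3 in EC and 1 each in Thy1 and HSC. At an unadjusted p under 0.05 these had 1346, 1297, 2417 and 995 genes. Using all 20 groups in a single fit moved the small counts most, to 535 genes in cBEC, 219 in EC, 1749 in Thy1 and 1940 in HSC. Leaving out 1 library moved several counts by over 1.5 times. There were 99 genes in cBEC without normal library 1, 134 in BEC without normal library 1, 302 in HC without PH library 4, 279 in LSEC without normal library 1, 6890 in KC without PH library 3 and 2437 without PH library 1. There were 0 genes in EC without PH library 3 and 0 in HSC without PH library 2. In HC, 2 of the 35 splits of the 8 libraries gave as many genes as the comparison of PH with normal, and the other 33 gave 1 at most.

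In blood the median change of all genes was -0.31 on the log2 scale, and -0.15 after upper-quartile scaling and -0.14 after quantile normalization. Upper-quartile scaling also moved the median from 0.03 to -0.08 in HSC, and from 0.25 to 0.14 between cBEC and NPD. Quantile normalization moved the median from -0.11 to 0.05 in cBEC, from -0.12 to 0.03 in BEC, from 0.09 to -0.02 in NPD from -0.04 to 0.09 in KC, from -0.06 to 0.04 in Thy1 and from 0.25 to 0.08 between cBEC and NPD. The changes below are not corrected for these shifts.

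**Figure D2:**
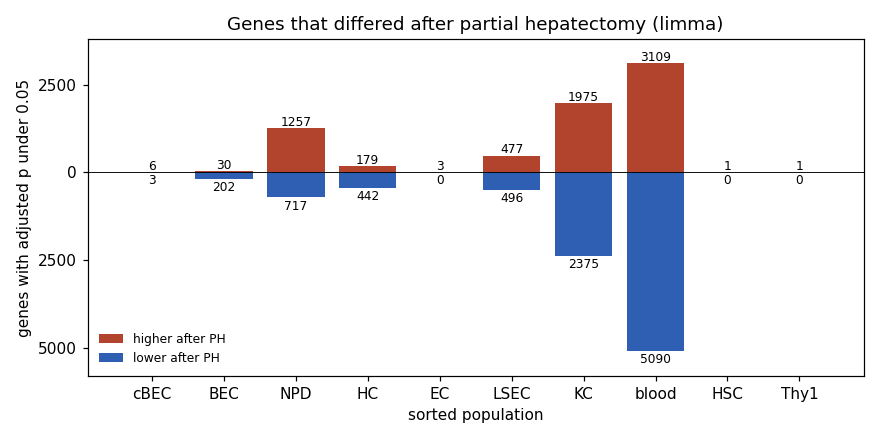
Genes with an adjusted p under 0.05 (limma; y axis, genes) higher or lower after PH in each sorted population (x axis). Blood has 3109 higher and 5090 lower, whereas HSC has 1 gene in all.

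In each gene named below that passed and met the rule, every library of one group lay above every library of the other. Genes with close paralogs, such as Saa2, Hamp2, Serpina3n, Sprr2b, Gstp1 and the Klra genes, are uncertain, because the counting of shared reads is not recorded. In hepatocytes the largest rises by the rule were Saa2 and Lcn2. Saa2 (NM_011314, chromosome 7, 54007203 to 54009684, plus strand) rose from 38.59 ± 10.97 to 24540 ± 4544 FPKM (SD, n = 4 each), a log2 change of 9.30 (SE 0.25, limma adjusted p 2.98e-08). Lcn2 (NM_008491, chromosome 2, 32240157 to 32243259, minus strand) rose from 7.34 ± 1.72 to 5088 ± 717 FPKM (SD, n = 4 each), by 9.27 (SE 0.22, limma adjusted p 1.21e-08). Inmt fell from 957.5 ± 367.7 to 31.9 ± 25.8 FPKM (SD, n = 4 each), a log2 change of -5.13, and Hamp2 from 105.7 ± 9.15 to 3.25 ± 4.45 FPKM (SD, n = 4 each), a log2 change of -5.12.

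Lcn2 moved the other way in cBEC and BEC, where its zeros fall under the limit above. Lcn2 was at 118, 173, 146 and 222 FPKM in the 4 normal cBEC libraries and listed at 0 in both PH cBEC libraries. It was at 121, 174, 114 and 105 FPKM in the 4 normal BEC libraries and listed at 0 in both PH BEC libraries. Trf, at 12560 FPKM in normal hepatocytes, was listed at 0 in all normal cBEC and BEC libraries, and was at 156 and 470 FPKM in PH cBEC and at 157 and 401 FPKM in PH BEC. In hepatocytes the change of Trf was -0.19 (SE 0.31, limma adjusted p 0.777). Other genes that met the rule were Gstp1 and Ldha in cBEC and Mgst1 in BEC. The lowest of them in normal hepatocytes was Ldha, at 405 FPKM. Gstp1 changed by 5.25 and Ldha by -4.80 in cBEC, and Mgst1 by -7.36 in BEC. In hepatocytes their means moved the other way after PH. Gstp1 went from 1811 to 857 FPKM, Ldha from 405 to 1163 FPKM and Mgst1 from 4721 to 7558 FPKM. Restricted to genes under 10 FPKM in hepatocytes, a setting chosen after the values were seen, cBEC had 0 genes, and the genes with the smallest p were Pdgfb (log2 change 1.16, limma adjusted p 0.291) and Smim5 (-1.78, limma adjusted p 0.291). BEC had 280 genes under the same restriction, among them Lyz2 (log2 change -5.38, limma adjusted p 0.0111) and Clec4g (-5.34, limma adjusted p 0.014), also chosen after their values were seen. Over all genes, Clec4g did not pass without normal BEC library 3 (limma adjusted p 0.0703). Lyz2 was at 55.3 FPKM in normal BEC and 5370 FPKM in normal KC, and Clec4g at 84.1 FPKM in normal BEC and 3410 FPKM in normal LSEC. In hepatocytes Lyz2 went from 7.548 to 6.07 FPKM and Clec4g from 1.845 to 9.183 FPKM. The limit above may thus reach both genes.

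In NPD, Serpinb2 (NM_001174170, chromosome 1, 109408000 to 109422177, plus strand) rose from 0 and 0.183 FPKM to 195.3 ± 39.1 FPKM (SD, n = 2), a log2 change of 7.48 (SE 0.22, limma adjusted p 0.00363). A fall that met the rule was Sult1a1, from 32.3 and 32.2 FPKM to 0.705 and 0 FPKM; it was at 277.5 FPKM in normal hepatocytes. In Thy1 the single gene was again Serpinb2, at 0.0949 ± 0.0126 FPKM in normal liver and 192.1 ± 31.2 FPKM after PH (SD, n = 2 each), a log2 change of 7.45 (SE 0.25, limma adjusted p 0.00481).

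In LSEC, Cxcl9 fell from 73.7 ± 41.8 (SD, n = 3) to 2.08 ± 1.42 FPKM (SD, n = 5), a log2 change of -4.51 (SE 0.50, limma adjusted p 0.00185), and H2-Aa changed by -4.15 (SE 0.61, limma adjusted p 0.00527). Other cells in the normal LSEC libraries may contribute to the fall of H2-Aa, as described under other observations. The largest rises were Serpina3n (6.42) and Sprr2b (5.78). In EC the rule gave Trf and Tubb3, the latter from 0.341 ± 0.170 (SD, n = 2) to 10.5 ± 1.28 FPKM (SD, n = 3), a log2 change of 3.10 (limma adjusted p 0.0495). Tubb3 did not pass without any 1 of the PH libraries (limma adjusted p 0.0711 to 0.178), and Trf in EC did not pass without PH library 1 or 3 (limma adjusted p 0.0827 and 0.0826). In HSC, Spon1 rose from 9.53 ± 0.0565 (SD, n = 2) to 132.1 ± 34.7 FPKM (SD, n = 3), by 3.63 (SE 0.32, limma adjusted p 0.0498), and did not pass without any 1 of the PH libraries (limma adjusted p 0.0597 to 0.249).

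In blood, Marco rose from 9.25 ± 5.31 to 3791 ± 1368 FPKM (SD, n = 2 each), by 8.59, and Ngp fell from 245.3 ± 45.4 to 1.16 ± 0.734 FPKM (SD, n = 2 each), by 6.86 on the log2 scale. The other genes by the rule were Apoc1 and Kmo, both abundant in hepatocytes. In KC the rule gave Scd1, Gstp1, Igfbp4 and S100a10, with the lowest of them, S100a10, at 328 FPKM in normal hepatocytes. Among genes under 10 FPKM in hepatocytes, chosen after their values were seen, Marco rose in KC from 338.1 ± 0.250 (SD, n = 2) to 7180 ± 575 FPKM (SD, n = 3), a log2 change of 4.40, and Fosb fell from 139.2 ± 34.6 (SD, n = 2) to 2.76 ± 1.46 FPKM (SD, n = 3), a log2 change of -5.27 (SE 0.37, limma adjusted p 0.00138).

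Populations were then compared within normal liver. Between cBEC and NPD 4085 genes differed (2539 higher in cBEC, 1546 lower). Mesothelial cells sorted with NPD, described under other observations, may contribute. The genes by the rule (Proc, Ugt2b34, Rarres2, Rnase4) were at 198 FPKM (Ugt2b34) or more in normal hepatocytes. Proc, Rarres2 and Rnase4 did not pass without normal cBEC library 2, 3 or 4 (limma adjusted p 0.0503 to 0.0683). Among genes under 10 FPKM there, chosen after their values were seen, Muc1 was at 328.0 ± 182.2 FPKM (SD, n = 4) in cBEC and 19.4 ± 4.06 (SD, n = 2) in NPD, a log2 difference of 3.88, and Myl7 differed by -5.97. Without library 1 of normal cBEC 5578 genes differed between cBEC and NPD. Between cBEC and BEC 0 genes differed, with 1041 at an unadjusted p under 0.05. The smallest p-values were for Lgals7 (2.55, limma adjusted p 0.148) and Mir7006 (limma adjusted p 0.148), which did not pass. Mir7006 was at 5.84, 1.70, 10.0 and 7.36 FPKM in BEC and listed at 0 in the 4 cBEC libraries. Between EC and LSEC 1 gene differed: Kit was at 13.8 ± 5.78 FPKM (SD, n = 2) in EC and 148.1 ± 12.4 (SD, n = 3) in LSEC, a log2 difference of -3.39 (SE 0.26, limma adjusted p 0.0422). Without any 1 of the LSEC libraries 0 genes differed.

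Whether the response depended on the population was tested directly. In a moderated F test of 9 interaction terms (limma), 7905 of 16527 genes differed in response. The smallest p-values were for Klra8 and Klra21, which fell in blood from 37.9 ± 4.20 to 0.396 ± 0.150 FPKM and from 24.4 ± 3.40 to 0.168 ± 0.0404 FPKM (SD, n = 2 each). The response of cBEC differed from that of NPD in 627 genes (143 higher, 484 lower), led by Cemip (-3.65, SE 0.24) and Bcas1 (2.45, SE 0.17). Mesothelial cells in NPD may contribute here as well. The response of EC differed from that of LSEC in 57 genes (40 higher, 17 lower), led by Mir101a and Stc2 (-4.04, SE 0.48). Without normal LSEC library 3 this count was 129, and without normal LSEC library 1 it was 35. Mir101a was at 1.72 FPKM on average in normal EC and listed at 0 in all other groups. Klra8 and Klra21 were at or near 0 outside blood. Groups at 0 lower the shared spread, which limits these smallest p-values. The residual SD ran from 0.22 in normal blood to 0.75 in normal HSC. With only the 4 groups compared in the fit, the responses differed in 1 gene for EC against LSEC and 369 for cBEC against NPD.

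Of the 70 list-by-population tests with camera, 43 passed (24 higher, 19 lower). Of these, 14 also passed with fry, which called 16 in all, and 0 passed with an estimated correlation, where 6 had an unadjusted p under 0.05. In HC the median change of the acute phase list was 1.95 over 24 genes (camera in limma, adjusted p 3.03e-34, fry adjusted p 6.79e-05). In NPD the S phase list changed by 2.37 over 30 genes (camera in limma, adjusted p 5.12e-16, fry adjusted p 0.0218). The mitosis list fell by 1.38 in LSEC (fry adjusted p 0.00333 in limma) and the immediate early list fell by 2.54 in KC (fry adjusted p 0.0117 in limma). In HC the S phase list changed by 1.19, which passed with camera (adjusted p 9.07e-14 in limma) and not with fry (adjusted p 0.102 in limma). Without PH HC library 1 the S phase change in HC was 0.77. With an estimated correlation the adjusted p was 0.128 for the acute phase list in HC and 0.449 for the other 4 (camera in limma). For each of these 5 lists all PH libraries lay on 1 side of all normal libraries of the population. The mitosis score was 3.73 in PH HC library 1 and 0.71, 0.67 and 0.73 in libraries 2 to 4. In PH KC it was 4.07, 4.06 and 1.12 in libraries 1 to 3.

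**Figure D3:**
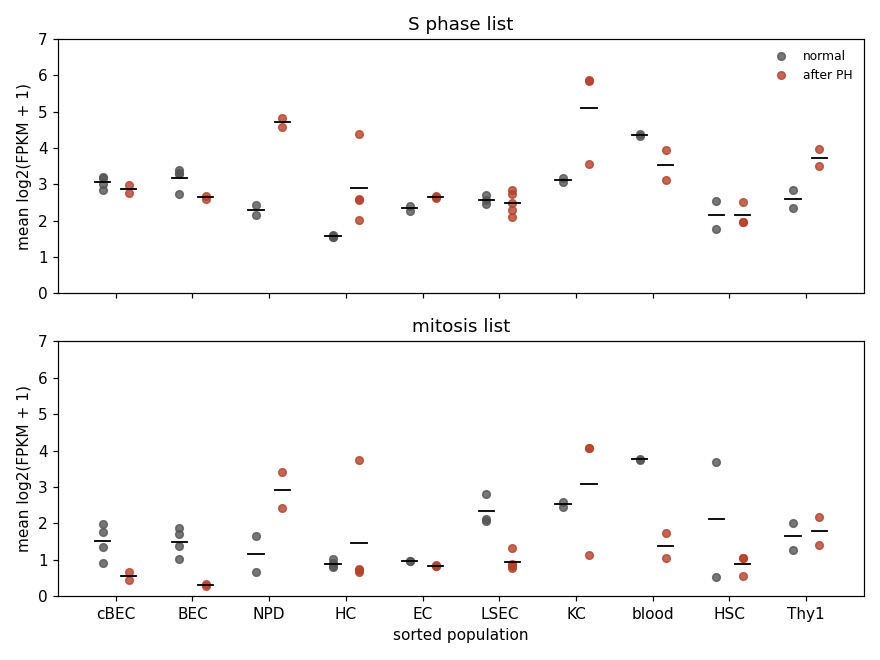
Mean log2(FPKM + 1) of the S phase and mitosis lists (y axis) in each library (points) by sorted population (x axis), normal and after PH, with group means as lines. PH HC library 1 stands at 3.73 for mitosis, above the other 3 PH HC libraries.

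Secreted and membrane ligands were examined because the series title names a network of cells. Of 507 ligand-by-population pairs, 101 passed over all genes (46 higher, 55 lower) and 159 when adjusted over the list alone. Blood had 32 (27 higher), KC 29 (0 higher), NPD 16, LSEC 15, BEC 6 and HC 3. In KC the LSEC marker list went from 8.57 in normal liver to 5.57 after PH. In blood the KC marker list went from 7.03 to 10.48. A changed mixture of sorted cells may thus contribute to the counts of KC and blood. In LSEC, Wnt9b rose from 39.4 ± 26.4 (SD, n = 3) to 498.7 ± 150.0 FPKM (SD, n = 5), by 3.84 (SE 0.45, limma adjusted p 0.00226), Rspo3 by 3.03 (SE 0.67, limma adjusted p 0.0277) and Wnt2 by 1.38 (SE 0.22, limma adjusted p 0.00594). The change of Hgf in HSC, 1.47 (SE 0.39), did not pass (limma adjusted p 0.415). For each of these 4 ligands every PH library of the population lay above every normal one.

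For 74 ligands with a group mean of at least 1 FPKM, the population with the highest mean was recorded without a test. The lowest library of that population exceeded every library of the others for 34 ligands in normal liver and 29 after PH, and for 20 in both, of which 16 had the same population. Hgf was highest in HSC in normal liver (674 ± 201 FPKM, SD, n = 2) and after PH (1930 ± 716 FPKM, SD, n = 3). Wnt2 was highest in LSEC in both. Levels of ligands abundant in hepatocytes are limited in other populations by the zeros described above.

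**Figure D4:**
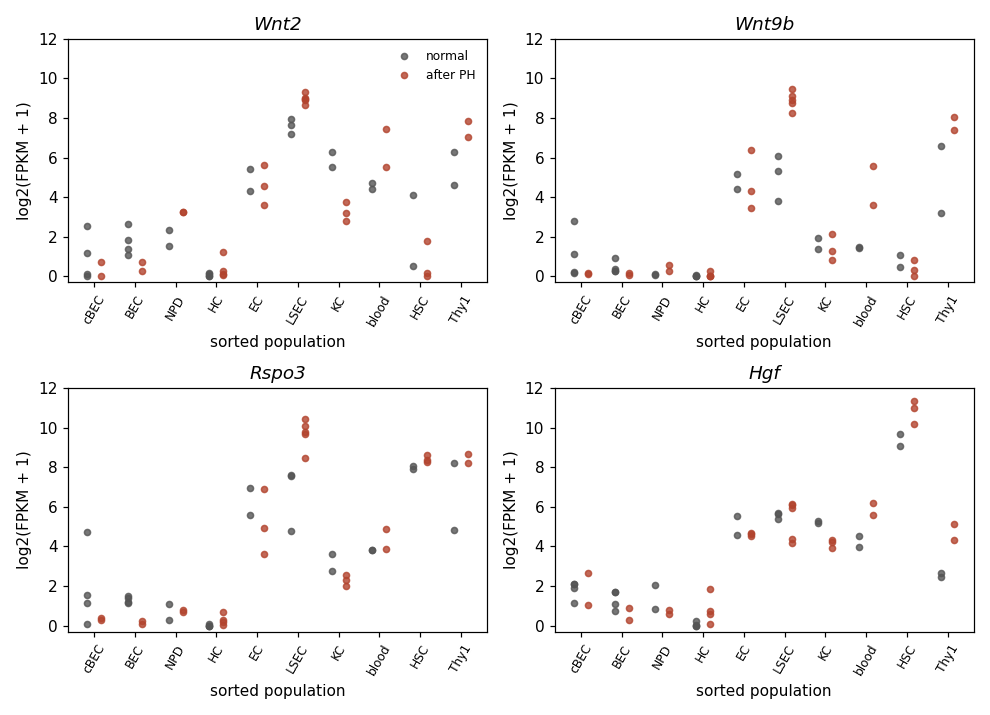
Levels of Wnt2, Wnt9b, Rspo3 and Hgf as log2(FPKM + 1) (y axes) in each library (points) by sorted population (x axes), normal and after PH. Wnt9b in LSEC has a mean of 39.4 FPKM in normal liver and 498.7 FPKM after PH.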

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

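The F test, the comparisons of responses, upper-quartile scaling and the fits without a replicate were fixed before the data were examined. The other tests in this part, and the use of these for the explanations below, were chosen only after the results were seen. Of 58 values examined for a library far from the others, 8 stood out, where chance gives about 2.9.

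In PH HC library 1 the mitosis score was 3.73, with the other 3 between 0.67 and 0.729. In the same library the hepatocyte function score was 10.9 against 10.6 in the others, and Hamp2 was at 9.91 FPKM against 0.79 to 1.47. Dividing cells of another sorted type are argued against by the 4 lists tested: the endothelial list was nearest its sorted level and still lay 6.69 below it on the log2 scale. A biological explanation, such as hepatocytes further into division in that animal, remains open and untested, because the labels give no time. Without this library 687 genes differed in HC.

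In normal cBEC, library 1 had 88.6 FPKM of Rarres2 and 50.9 of Rnase4, both listed at 0 in the other 3 libraries, and 178 FPKM of Ugt2b34 against 16.9 to 21.1. Library 4 had a hepatocyte function score of 1.75 against 0.61 to 0.762. All of these are genes abundant in hepatocytes, where listed zeros are frequent. In PH LSEC library 2 the mitosis score was 1.33 against 0.755 to 0.883. No explanation of these was tested.

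The response to PH differed between populations in 7905 genes by the F test, in 627 genes between cBEC and NPD and in 57 genes between EC and LSEC. With only the 4 groups compared in the fit, the count was 369 between cBEC and NPD and 1 between EC and LSEC. Part of the F test count comes from blood, where 8199 genes differed. After upper-quartile scaling 7785 genes still differed in blood, which argues against a scaling difference as the whole cause. A changed mixture of cells in the sorted blood fraction may contribute: the Kupffer list rose by 4.37 on the log2 scale in blood, while the B, T and NK cell lists changed by -3.95, -4.38 and -4.83 and the endothelial list by 2.29. Of the 7 Kupffer genes, 6 were at 10 FPKM or more in normal blood and 4 are also in a marker list. The most abundant in PH blood was Cd5l, at 4850 FPKM against 175 in normal blood and 11400 in PH KC. A response of the blood cells themselves remains open.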

How the results depend on the processing

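No named gene changed direction in any alternative. Among the lists that passed, the direction of the test changed in 2: the acute phase list in HSC was -0.81 with no filter and the immediate early list in cBEC was -0.18 with the replicate block, neither past the threshold. The median alone changed sign for the acute phase list in LSEC, to -0.17 with no filter, and for the hepatocyte function list in cBEC, from -0.06 to 0.19 with the replicate block and 0.06 without normal library 3. Causes of the changes below were not tested, except where fewer genes, fewer libraries or a shared estimate of spread define the setting.

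With pseudocount 0.1, 481 genes differed in BEC and 0 in HSC, and the responses differed in 382 genes for cBEC against NPD and 30 for EC against LSEC. With no filter, 53 genes differed in BEC, 648 in NPD, and 0 in EC, in HSC and between EC and LSEC. With quantile normalization 62 differed in BEC, 0 in EC and 3 in HSC. The share of higher genes then moved from 12.9% to 40.3% in BEC, 28.8% to 41.5% in HC, 63.7% to 51.2% in NPD, 45.4% to 55.7% in KC, 62.2% to 50.2% for cBEC against NPD, 22.8% to 51.9% for the response of cBEC against NPD and 70.2% to 42.9% for EC against LSEC.

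With all 20 groups in a single fit, which shares the spread, 535 genes differed in cBEC, 1364 in HC, 219 in EC, 1749 in Thy1, 1940 in HSC, 156 between cBEC and BEC and 256 between EC and LSEC. With only the 4 groups, the responses differed in 369 genes for cBEC against NPD and in 1 for EC against LSEC. Without hepatocyte-enriched genes 2 differed in cBEC and 0 in EC.

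Restricted to genes under 10 FPKM in hepatocytes, an alternative chosen after seeing the data, 0 genes differed in cBEC, 1241 in NPD, 2422 in KC, 2 in HSC and 0 between EC and LSEC, and 25 lists passed. Also chosen after seeing the data, the split of the libraries as a term gave 2191 genes in HC. With fry 16 lists passed, and with an estimated correlation 0.

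The replicate numbers met no criterion for pairing: no 2 groups with 3 or 4 pairs had every correlation of same-numbered deviations over 0.1. Between PH and normal, the correlations ranged from -0.67 to 0.57 over the 4 pairs in HC, from -0.25 to -0.03 over the 3 in LSEC, and from -0.06 to 0.14 over the 2 in the others. Between populations of the same treatment, which the F test sets together, they ranged from -0.56 to 0.50, both for normal BEC with HC. They were -0.24 for normal EC with LSEC and 0.02 to 0.16 for PH EC with LSEC. Over 2 pairs the highest was 0.39, for PH cBEC with BEC, and the lowest -0.32, for PH blood with Thy1. Whether same-numbered libraries share animals is not recorded. With the replicate block on same-numbered libraries, 40 genes differed in cBEC, 979 in BEC, 302 in HC, 0 in EC, 3 in LSEC, 485 in Thy1, 6553 in KC, 0 in HSC, 2642 between cBEC and NPD, 6 between cBEC and BEC and 0 between EC and LSEC. With the block within treatment 36 genes differed in response between EC and LSEC. The block gave 7667 genes in blood, 2537 in NPD, 129 ligand pairs and 49 lists, and the block within treatment gave 7387 genes for the F test and 539 for the response of cBEC against NPD, all within 1.5 times.

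Across the fits that each left out a replicate, counts ran from 8 to 99 in cBEC, 134 to 387 in BEC, 302 to 687 in HC, 0 to 8 in EC, 279 to 1289 in LSEC, 2437 to 6890 in KC and 0 to 3 in HSC. They ran from 2811 to 5578 for cBEC against NPD, 0 to 3 for cBEC against BEC, 0 to 0 for EC against LSEC, 7457 to 8465 for the F test, 596 to 734 for the response of cBEC against NPD and 35 to 129 for EC against LSEC. For lists they ran from 41 to 45 and for ligands from 95 to 107. The 99 in cBEC came without normal library 1, and the 279 in LSEC without normal library 1. Where an arm would keep 1 library (NPD, blood, Thy1 and the 2-library arms elsewhere), no fit was made.

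Grouping PH cBEC sample 1 as normal leaves 1 PH cBEC library, so it was not run for cBEC, the F test and cBEC against NPD; the response of EC against LSEC gave 55 genes. Upper-quartile scaling and the mean over a symbol's rows kept every count of genes within 1.5 times, and the 20 ligands clear in both ran from 18 to 20 over their alternatives. Among named genes, not counting fits that left out a replicate, 29 results no longer passed and 9 newly passed, and 511 stayed on their side. Among lists 102 no longer passed and 312 stayed. The unknown depth limits what a listed 0 can show.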

Other observations

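The tests of zeros, ratios, Kupffer library 3, the mesothelial list, the tag of PH cBEC 1, replicate spread, gene span and Kupffer and endothelial transcripts in BEC were chosen after the results or closely related values were seen. The test of opposite changes and the counts of splits were chosen before.

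Transcripts abundant in hepatocytes were at exactly 0 in other populations. Low depth is argued against, since 5.32% of values were 0 for genes at 300 FPKM or more in hepatocytes and 0.35% for genes under 30. A candidate explanation is that hepatocyte signal of the same treatment was subtracted from the other libraries: the share of whole-number ratios was 23.6 percentage points higher in normal than in PH libraries for transcripts seen only in PH hepatocytes. Rows were pooled because few libraries had 30 rows. No label or header records such a step. If it took place, the fall of Lcn2 in ducts and the hepatocyte marker score of 0.00 in normal BEC, NPD, EC, LSEC, blood and KC may be its product. The rise of Trf in ducts stays open. Trf changed by -0.19 in hepatocytes (SE 0.31, limma adjusted p 0.777), which cannot decide it, since a subtraction would act on amounts. Mean Trf in hepatocytes was 12560 FPKM in normal liver and 11200 FPKM after PH. Among single named genes, changes opposite to those in hepatocytes extended beyond Lcn2. Gstp1 and Ldha in cBEC and Mgst1 in BEC also moved against the hepatocyte means. So did Sult1a1 in NPD, Kmo in blood and S100a10 in KC, which fell while their hepatocyte means rose. Apoc1 in blood and Scd1 and Gstp1 in KC rose while their hepatocyte means fell (Scd1 from 1351 to 247.3 FPKM). Serpina3n in LSEC rose and Igfbp4 in KC fell, as did their hepatocyte means (190.8 to 3259 FPKM and 777.4 to 687.2 FPKM). Whether opposite changes are general among genes abundant in hepatocytes was left undecided. Among genes at 100 FPKM or more in hepatocytes, the rank correlation across genes between the PH change in hepatocytes and in the other 9 populations had a median of 0.08, where the test looked for a negative one. It was negative in cBEC (-0.27) and BEC (-0.32) and positive in the other 7. Among genes low in hepatocytes the median was 0.15, and 5 of the 9 populations had a lower correlation among the abundant genes. Genes are not independent replicates.

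The library titled PH cBEC 1 is tagged normal. For transcripts seen only in PH hepatocytes, 0% of its 25 values were in whole-number ratios, against 26.3% of 38 in the normal cBEC libraries (Fisher's exact test, p = 0.00433, two-sided, values not independent). This argues against the library having been processed by the authors as a normal library. The treatment of the animal itself was not tested.

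In PH KC library 3, the S phase list lay below the mean of libraries 1 and 2, with a median difference of -2.26, and the mitosis list with -2.84. The median of 10000 random lists matched on expression was -0.12 for the first, and 0% of them reached it, which argues against another way of quantifying as the whole cause. A later stage of division in that animal remains open and untested. The record of this library was added later than the others and has no cell type tag. Separate handling of the library therefore cannot be excluded. Without this library 6890 genes differed in KC.

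The 8 hepatocyte libraries hold a division that crosses treatment. Of the 35 splits, 2 gave as many genes as PH: the real one, with 621, and normal 1 and 4 with PH 3 and 4 against the rest, with 2934. The other 33 splits gave 1 gene at most. The share of 2 in 35 is above 0.05 because of this 1 other division, and simulated data of the HC design with no change gave 0 calls. No label marks this division. Whether it reflects RNA quality or library preparation acting by transcript length was left undecided. Across genes, the rank correlation of the change along it with gene span was 0.44, against -0.04 for the change after PH. Malat1 changed by 4.09 along it and 76 ribosomal protein genes by a median of -0.41. The highest correlation among the other even splits was 0.46, but those reuse the same libraries. With this division as a term, 2191 genes differed after PH, including all 621; since the division was picked from the same data as the largest, this is no independent result.

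In LSEC, 1 of the 56 splits gave as many genes as PH, the real one; the highest other split gave 9. Between cBEC and BEC, 35 of the 35 splits gave as many genes, since the real count is 0.

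NPD libraries carried a mesothelial list at 9.47 in normal liver, against 4.69 in cBEC and 2.56 in BEC, though also at 8.09 in Thy1, with Upk3b at 2030 and Msln at 1810 FPKM. The duct list was lower in NPD (7.81) than in cBEC (9.19). Mesothelial cells sorted with the ducts may contribute. Duct cells that express these genes remain open. All 6 genes of the list were at 10 FPKM or more in normal NPD. Comparisons of cBEC with NPD, and changes within NPD such as those of Serpinb2 and the S phase list, are limited by this. After PH the mesothelial list was at 9.13 in NPD, 7.43 in Thy1 and 2.82 in cBEC. Cemip was then at 11.55, 6.296 and 0.03789 FPKM in these populations. Serpinb2 rose in both NPD and Thy1.

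Genes low in hepatocytes fell in BEC after PH. Fewer Kupffer and endothelial cells among the sorted BEC may contribute. The Kupffer list went from 3.95 to 0.27 and the endothelial list, which holds Clec4g, from 4.09 to 0.37, while the duct list went from 9.08 to 9.29. Of transcripts outside the lists, 165 abundant in normal Kupffer cells (100 FPKM or more, at least 10 times the level in NPD, under 10 in hepatocytes) changed in BEC by a median of -1.54 (95.8% lower) and in KC by -0.05, and 107 abundant in normal LSEC by the same limits changed in BEC by -1.60 (96.3% lower) and in LSEC by -0.33. Other genes low in hepatocytes changed in BEC by a median of -0.13. A fall within the duct cells remains open. The 165 transcripts also changed by -0.70 in cBEC, -1.12 in NPD, -1.30 in HSC and -0.77 in LSEC. The 107 changed by -2.98 in KC, -1.40 in HSC, -0.91 in cBEC and -0.52 in NPD. The same limit applies to falls of such genes there. The 165 rose by 1.72 in blood, and the 107 by 1.92 in blood and 0.93 in Thy1, so rises there are limited as well. In EC the changes were 0.00 for the 165 and -0.27 for the 107, and in Thy1 -0.29 for the 165. The B cell list went from 1.23 to 0.07 in LSEC after PH. In normal LSEC libraries 1, 2 and 3 it was at 1.22, 2.40 and 0.08, and H2-Aa at 52.3, 41.9 and 5.95 FPKM. Fewer B cells among the sorted LSEC may thus contribute to the fall of H2-Aa, which was not tested.

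Few genes differed in EC, Thy1 and HSC. Their mean residual SD was at least 0.41, above that of blood, KC and NPD, so larger spread between replicates may explain part of it. The spread was also 0.47 in cBEC, with 9 genes, and 0.43 in LSEC, with 973 genes and 8 libraries. In simulated data, 0 of 200 changed genes were recovered in the Thy1 and HSC designs, so their counts say little about the absence of a response. In the EC design 142 of 200 were recovered and in the cBEC design 173 of 200, so most changes of that size in better-expressed genes could be found there. Smaller changes and less expressed genes were not simulated, so the number of libraries may still contribute to the low counts.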
